A study of Mus musculus with 72 samples. Its data were reported in "Transcriptomic Response to Neuromuscular Electrical Stimulation in Muscle, Brain, and Plasma EVs in WT and Klotho-Deficient Mice" (2025).

How the data were processed

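Muscle and brain RNA of WT and KlHET mice was sequenced as total RNA libraries with paired reads on a NovaSeq X Plus. The authors aligned the reads to mm10 with Rsubread, annotated genes with org.Mm.eg.db and processed the counts with edgeR 4.0.16, per the labels and the methods of the study. Whether counting used the strand of the reads is not given in the sources used here, so reads of a gene and of an overlapping or antisense gene cannot be told apart. The authors deposited 1 table per tissue, with 13543 genes for muscle and 15431 for brain, whose values are CPM, reads scaled to the same total in every library. The deposited tables also hold a log2 CPM average, the authors' own, which is not tied to a sample and was not used here. Every one of the 72 libraries matched 1 column, and 0 columns of sample values were left without a sample. Small RNA of plasma vesicles, which the study also examined, was not analysed here.

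Each CPM value was a whole multiple of what 1 read was worth in its library (100% of values within a tolerance of 1e-06), so whole reads were recovered and gave the depth of each library. The muscle libraries held 14.8 to 24.5 M reads and the brain libraries 17.0 to 28.0 M, so that Kl, a transcript of a few CPM, rested on 20 to 685 reads per library. Comparisons had been planned as edgeR quasi-likelihood tests on counts. Because the values are CPM, the main test was limma 3.58.1 (R 4.3.3) on log2(TMM-scaled CPM + 0.5), with a trend, robust empirical Bayes variances and 2-sided tests, and the quasi-likelihood test on the recovered reads became an added alternative. With recovered reads the quasi-likelihood test called 253, 2, 100, 0, 846 and 2548 genes in the 6 muscle comparisons and 0, 0, 0, 0, 14 and 14 in the brain comparisons, in the order of both genotypes, WT, KlHET, interaction, controls and stimulated mice. Fold changes are on the log2(CPM + 0.5) scale, which understates changes of genes at low CPM. TMM factors of edgeR 4.0.16 ran from 0.855 to 1.23 in muscle and from 0.962 to 1.07 in brain, and its filter on low counts kept 13505 muscle and 15400 brain genes. Per tissue, 1 model with the 4 group means was fitted to all 36 libraries. P-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. A library was counted in the direction of a change when it lay on that side of the mean of the group it was compared with.

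Gene lists for pathways, other cell types and brain regions were tested with camera of limma with a preset correlation of 0.01, with camera with an estimated correlation, and with fry, which tests whether a list's genes move one way on balance. A list score was the mean over its genes of log2 CPM centred on the mean of all libraries of the tissue. The groups, the comparisons, the lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. The rule named Kl and, per comparison, the 8 genes with the smallest p in each direction past adjusted p 0.05 with a mean log2 CPM above 0 or, where fewer passed, all of them and 4 that did not. It added the genes the study named, up to 4 members of each list past camera, and the 4 highest members of lists for other cell types or brain regions, and it left out genes known only by a predicted symbol. Of these, the text gives those that lead each comparison, and some results are not reported here. Gene coordinates are those of GRCm38 (mm10).

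Alternatives were RLE size factors, no filter on low counts, DESeq2 1.42.0 on the recovered reads, voom with library quality weights, only the compared groups in the fit, an additive model, a covariate for whether Xist or Y-linked genes were the higher, and leaving out each library in turn. Pseudocounts of 0.1 and 2, total-count scaling, the quasi-likelihood test, scores of adipocyte and slow fibre markers or of brain regions as covariates, and leaving out the library with the lowest mitochondrial share, in brain together with that of the highest scaling factor, were added later. Kl was compared by exact permutation tests, or with 100000 permutations between the KlHET groups. Each comparison was repeated on 100 splits of the same libraries. The limma model was tested on simulated data in which 200 genes were changed by known folds. Each gene and library was drawn independently, so differences in tissue content that many genes share were not simulated. At 2-fold it recovered 96% of them for both genotypes in muscle, 76.5% within WT, 94.5% within KlHET, 71.5% for the interaction, 84% between genotypes in controls and 88% between genotypes after NMES. In brain the same shares were 94%, 83%, 93%, 80%, 87.5% and 89.5%. Python 3.11.15 and matplotlib 3.10.9 drew the figures.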

Results

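RNA was sequenced from skeletal muscle and brain of wild-type (WT) mice and of mice with 1 disrupted copy of Klotho (KlHET), a gene tied to ageing whose product acts as a membrane protein and as a circulating hormone. In neuromuscular electrical stimulation (NMES), an electrical current makes the muscle contract without voluntary effort. Stimulated mice received 9 mA on each leg in 5 sessions, and control mice received isoflurane alone for 15 min. Tissue was collected 24 h after the last session. Each tissue was represented by 6 WT control, 6 WT NMES, 12 KlHET control and 12 KlHET NMES libraries, and the animal identifiers in the labels showed that the libraries of a group came from separate mice. Xist was higher than the Y-linked genes in 3, 3, 7 and 8 of these libraries in either tissue, so every group mixed the sexes. The main fit did not model sex. The labels call the second tissue brain and name no region, whereas the methods of the study name the prefrontal cortex. Muscle libraries held 14.8 to 24.5 M reads (median 17.96 M) and brain libraries 17.0 to 28.0 M reads (median 21.4 M). WT and KlHET animals carried identifiers of different series, so the breeding cohort could not be separated from the genotype in any comparison between genotypes.

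Transcripts of the mitochondrial genome made up a large share of the muscle libraries. The share was 27.0% ± 5.19 (SD, n = 6) in WT controls, 29.3% ± 3.02 (n = 6) in WT NMES, 26.3% ± 2.68 (n = 12) in KlHET controls and 23.7% ± 6.24 (n = 12) in KlHET NMES mice. KlHET NMES replicate 9 stood apart, at 6.12%. In brain the share was 4.00% ± 1.37 (SD, n = 6), 4.54% ± 0.527 (n = 6), 3.72% ± 0.465 (n = 12) and 3.78% ± 0.805 (n = 12) in the same order of groups, with WT control replicate 1 at 1.35%.

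Kl, the targeted gene (mm10 chromosome 5, 150952607 to 150993817), was examined first in every brain library. It was not analysed here in muscle. Kl was present at 3.43 ± 1.88 CPM (SD, n = 6) in WT controls, 4.15 ± 1.89 CPM (n = 6) in WT NMES, 6.59 ± 8.74 CPM (n = 12) in KlHET controls and 5.68 ± 6.13 CPM (n = 12) in KlHET NMES mice, from 20 to 685 reads per library. The KlHET libraries were spread most widely, from 1.93 to 31.1 CPM in controls and from 1.12 to 19.3 CPM after NMES. Kl did not separate the genotypes: the log2 difference between KlHET and WT was 0.38 in controls (exact permutation test, 2-sided p = 0.499) and -0.04 after NMES (exact permutation p = 0.937). NMES differed from control by 0.29 in WT (exact permutation p = 0.439) and by -0.13 in KlHET (permutation p = 0.790), and all 4 adjusted p were 0.937. Across the 36 libraries Kl followed the markers of choroid plexus, the tissue that secretes cerebrospinal fluid and expresses Kl, with Pearson r = 0.92 and Spearman rho = 0.80 (permutation p = 1e-05 for each, raw and adjusted over the 2 correlations computed, the smallest the permutations can give) and r = 0.88 without the 2 libraries farthest from the median. With the choroid plexus score as a covariate the genotype difference was -0.20 in controls (adjusted p = 0.816) and -0.55 after NMES (adjusted p = 0.519). No difference in Kl between the labelled genotypes passed in these brain samples, which does not exclude a lower level in KlHET, and every genotype name below rests on the labels alone.

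In muscle, the first question was which transcripts respond to repeated NMES in both genotypes. Agt, which encodes the angiotensin precursor (chromosome 8, 124556587 to 124569706), rose by 1.13 ± 0.11 (log2 fold change ± SE, n = 18 NMES and 18 control mice, adjusted p = 3.82e-08) and lay above the control mean of its genotype in 18 of 18 NMES libraries. Aimp2, a scaffold protein of the aminoacyl-tRNA synthetase complex (chromosome 5, 143902704 to 143909839), rose by 0.82 ± 0.10 (adjusted p = 2.85e-06, 16 of 18 libraries). Itga7, the laminin-binding integrin of muscle fibres (chromosome 10, 128933421 to 128958286), rose by 0.42 ± 0.06 (adjusted p = 1.93e-05, 18 of 18), and Dlk1, a Notch-pathway ligand of growing muscle (chromosome 12, 109452485 to 109463336), by 1.39 ± 0.20 (adjusted p = 6.95e-05, 18 of 18). Mustn1, a small nuclear protein of muscle and cartilage, rose by 1.07 ± 0.22, the carbonic anhydrase Car9 by 0.81 ± 0.13 and the lysosomal thiol reductase Ifi30 by 0.70 ± 0.11 (adjusted p = 0.00732, 0.000423 and 0.000409, 18 of 18 each). Lower transcripts included Ampd1, the AMP deaminase of muscle (log2 fold change -0.46 ± 0.07, adjusted p = 0.000165, 18 of 18), the cardiac actin Actc1 (-0.95 ± 0.17, adjusted p = 0.00283, 17 of 18) and the spindle genes Tpx2 (-0.87 ± 0.14, adjusted p = 0.000329, 18 of 18) and Fam83d (-0.99 ± 0.19, adjusted p = 0.0035, 18 of 18). Prss55, Aspn, Chst7 and the myosin light chain kinase Mylk2 also fell (log2 fold changes -0.79, -0.49, -0.51 and -0.34, adjusted p = 0.000821, 0.0093, 0.0106 and 0.021, 17 of 18 libraries each).

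Among gene groups in muscle, glycolysis rose. Of 21 measured genes 9 were higher and 0 lower (3 higher with libraries scaled by total counts), and 14 higher and 1 lower when adjusted over the list alone. The list had a mean log2 fold change of 0.13 and a median of 0.19, or 0.13 with total-count scaling (camera adjusted p = 3.05e-09, and adjusted p = 0.00513 with an estimated correlation). Aldoa, the aldolase of muscle, rose by 0.34 ± 0.05, Pgk1 by 0.41 ± 0.07 and Gapdh by 0.40 ± 0.08 (adjusted p = 0.000423, 0.000499 and 0.0035), although Gapdh shares reads with near-identical processed copies. Ldha rose by 0.26 ± 0.05 (adjusted p = 0.00601, but 0.0684 with total-count scaling). Genes of sarcomere organization and adaptation rose as a group, with 4 of 24 higher (3 with total-count scaling, 12 adjusted over the list alone), among them Myom2 of the M band (0.41 ± 0.08, adjusted p = 0.00372) and titin, Ttn (0.45 ± 0.10, adjusted p = 0.0192, but 0.0568 without WT control replicate 1). The mean of this list was 0.25 (camera adjusted p = 6.1e-09, and adjusted p = 0.126 with an estimated correlation). The tricarboxylic acid cycle and oxidative phosphorylation list rose by a mean of 0.10, with 2 of 45 genes higher (12 adjusted over the list alone, camera adjusted p = 3.31e-10, and adjusted p = 0.267 with an estimated correlation). Both higher genes, Idh3a (0.23) and Cs (0.20), passed narrowly (adjusted p = 0.0264 and 0.0449) and did not pass with total-count scaling (0.0802 and 0.0937).

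Extracellular matrix and collagen genes fell as a group after NMES, with 36 of 37 below 0, a mean of -0.39 and no single member past adjusted p 0.05, but 18 adjusted over the list alone (camera adjusted p = 4.93e-13, and adjusted p = 0.267 with an estimated correlation). Fibrillin-1, Fbn1, was the nearest (-0.66 ± 0.18, adjusted p = 0.0506, passing in 8 of the 36 fits that left out 1 library), and the basement membrane collagen Col4a1 (-0.56) and Sparc (-0.46) had adjusted p = 0.0856 and 0.0866. Endothelial genes fell by a mean of -0.27, with 28 of 28 below 0, 1 of them (Aplnr, -0.78, adjusted p = 0.0482, lost in 25 of the 36 fits that left out 1 library) past the threshold (3 with total-count scaling) and 11 adjusted over the list alone (camera adjusted p = 6.96e-09, and adjusted p = 0.302 with an estimated correlation). The interferon-induced Rsad2 was the single lower gene of 23 in the type I interferon list (-0.59 ± 0.14, adjusted p = 0.0179, 17 of 18; 2 adjusted over the list alone; list mean -0.23, camera adjusted p = 0.000129, and adjusted p = 0.557 with an estimated correlation). Of 26 measured genes that the study named for NMES in muscle, 4 were higher and 1 lower (7 and 6 adjusted over the list alone), which is not independent evidence because the study chose them on these samples. Ostn was among the 21 that did not pass (0.71, adjusted p = 0.0804). Adipocyte markers had a mean of 0.22 after NMES with 0 of 26 past the threshold (camera adjusted p = 0.0138, and adjusted p = 0.557 with an estimated correlation).

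Across both genotypes, limma called 171 genes higher and 69 lower among 13505 tested, against 1195 and 1163 at unadjusted p below 0.05, where chance gives 675 in all. Scaling by total counts gave 50 higher and 136 lower, and the count was 471 with DESeq2, 646 with voom and library quality weights, and 564 with adipocyte and slow fibre scores as covariates. Without 1 library the count was 92 (WT NMES replicate 5), 106 (WT NMES 3), 100, 130, 153 and 123 (WT control 1, 4, 5 and 6), 150 and 142 (KlHET control 6 and 12), 147 (KlHET NMES 6) or 365 (KlHET NMES 9, the library with few mitochondrial transcripts).

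**Figure D1:**
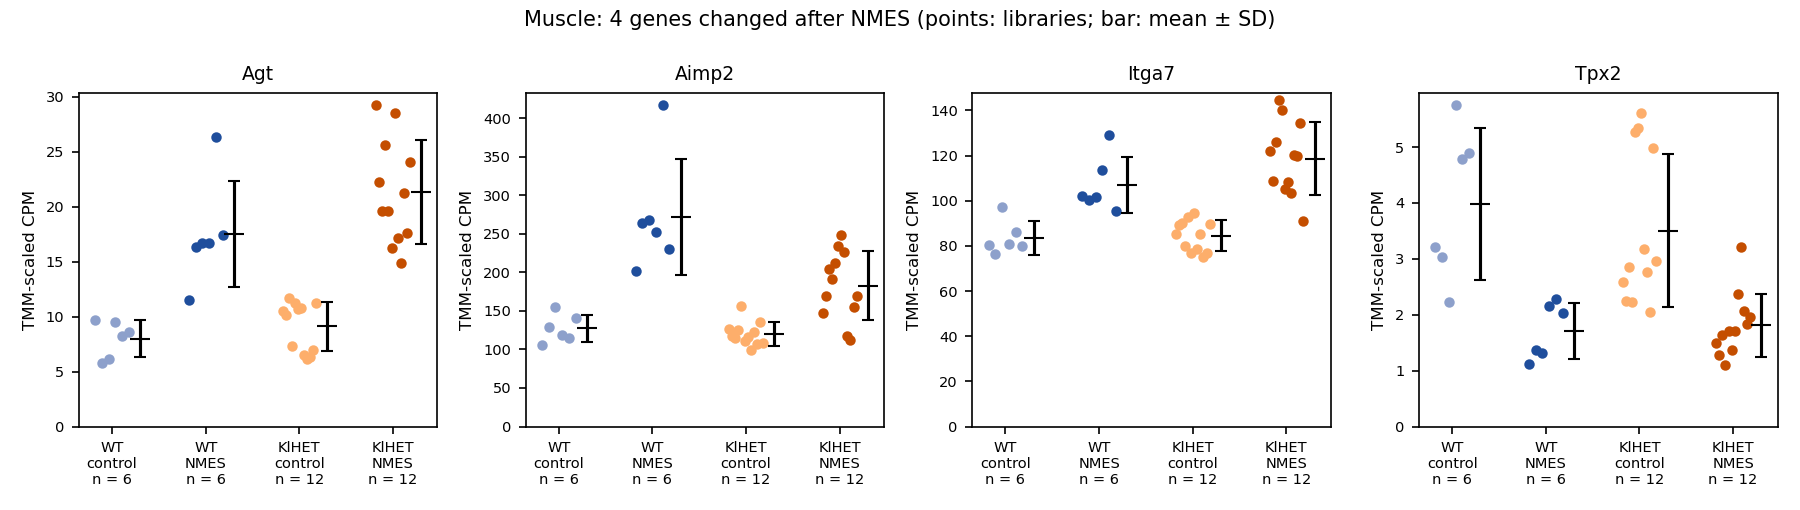
TMM-scaled CPM (reads scaled to a common library total) of Agt, Aimp2, Itga7 and Tpx2 in each muscle library (points) by group, with the mean ± SD as bars (n = 6 for each WT group and 12 for each KlHET group). Agt lay between 5.82 and 9.65 CPM in WT controls and 6.19 and 11.7 CPM in KlHET controls, and between 11.6 and 26.4 CPM and 14.9 and 29.2 CPM after NMES.

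Within WT muscle, 2 genes passed. Aimp2 went from 127 ± 17.8 CPM in controls to 272 ± 75.2 CPM after NMES (SD, n = 6 each), a log2 fold change of 1.07 ± 0.16 (limma adjusted p = 0.000964, 6 of 6 libraries higher). Agt went from 7.99 ± 1.66 to 17.5 ± 4.84 CPM, a log2 fold change of 1.07 ± 0.18 (adjusted p = 0.0063, 6 of 6), and did not pass without WT NMES replicate 5 (adjusted p = 0.0548). Transcripts that lay to one side of the control mean in 6 of 6 libraries without passing were Dlk1 (1.48 ± 0.32, adjusted p = 0.102), Car9 (1.00 ± 0.22, 0.102), Abcc10 (0.74 ± 0.15, 0.0623), Mustn1 (1.33 ± 0.35, 0.234), Dnaaf4 (-0.81 ± 0.18, 0.102), Tpx2 (-0.99 ± 0.23, 0.106) and Prss55 (-0.97 ± 0.22, 0.106). Glycolysis rose as a group by a mean of 0.14 with 6 of 21 genes higher adjusted over the list alone and 0 over all genes (camera adjusted p = 2.39e-06, and adjusted p = 0.0376 with an estimated correlation), Pgk1 being 0.48 ± 0.11 higher (adjusted p = 0.114). Extracellular matrix genes fell by a mean of -0.53, with 37 of 37 below 0 and 0 past the threshold on either adjustment, including periostin, Postn (-1.24 ± 0.40, adjusted p = 0.365), Mmp9 (-1.50 ± 0.52, 0.375) and Col1a1 (-0.98 ± 0.37, 0.446; list camera adjusted p = 9.35e-14, and adjusted p = 0.712 with an estimated correlation). Markers of other cells fell in the same comparison, endothelial by a mean of -0.26 (26 of 28 below 0), macrophage by -0.32 (24 of 25), smooth muscle and pericyte by -0.19 (12 of 14) and tenocyte by -0.33 (12 of 13), with 0 past the threshold (camera adjusted p = 2.78e-05, 0.00106, 0.0324 and 0.0472, and adjusted p = 0.73, 0.783, 0.73 and 0.793 with an estimated correlation), so fewer such cells in these pieces were not separated from a fall within cells. Sarcomere organization rose by 0.21 (1 higher adjusted over the list alone, camera adjusted p = 0.00113, and adjusted p = 0.73 with an estimated correlation). The oxidative phosphorylation list had a mean of 0.07 with 0 of 45 past the threshold (camera adjusted p = 0.000512, and adjusted p = 0.73 with an estimated correlation) and a median that went from 0.07 to -0.02 with total-count scaling. At unadjusted p below 0.05 there were 679 genes higher and 521 lower. The count of 2 became 16 with DESeq2, 34 with voom and library weights, 8 with a covariate for Xist or Y-linked genes, 5 without WT control replicate 3 and 1 without WT NMES replicate 5.

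Within KlHET muscle, Agt went from 9.13 ± 2.24 to 21.3 ± 4.72 CPM (SD, n = 12 each), a log2 fold change of 1.19 ± 0.13 (adjusted p = 4.7e-07, 12 of 12 libraries). Itga7 rose by 0.48 ± 0.06 (adjusted p = 2.84e-05), Myom2 by 0.64 ± 0.09 (8.92e-05), Ifi30 by 0.85 ± 0.13 (0.000249), the membrane carbonic anhydrase Car14 by 0.60 ± 0.09 (0.000275), the tRNA methyltransferase Nsun2 by 0.36 ± 0.06 (0.00157) and Dlk1 by 1.30 ± 0.23 (0.00194), each in 12 of 12 libraries. Ampd1 fell by 0.51 on the log2 scale (SE 0.08, adjusted p = 0.000277, 12 of 12). The zinc finger gene Zfp97 (-0.50 ± 0.10, 12 of 12) and the origin recognition gene Orc4 (-0.31 ± 0.06, 11 of 12) each had adjusted p = 0.00664, and Tpx2 changed by -0.76 ± 0.16 (adjusted p = 0.0158, 12 of 12). Glycolysis rose with 5 of 21 genes higher (2 with total-count scaling, 11 adjusted over the list alone), led by Aldoa (0.38 ± 0.06, adjusted p = 0.000716) and Gapdh (0.45 ± 0.09, adjusted p = 0.00698), with a list mean of 0.12 (camera adjusted p = 4.03e-08, and adjusted p = 0.0117 with an estimated correlation). All 24 sarcomere organization genes were above 0, with 4 higher (1 with total-count scaling, 10 adjusted over the list alone) and a mean of 0.30 (camera adjusted p = 7.94e-12, and adjusted p = 0.0236 with an estimated correlation). Myom1 (0.32, adjusted p = 0.0175) was one of them, at 0.0733 with total-count scaling and 0.0627 with only the KlHET groups in the fit. The oxidative phosphorylation list rose by a mean of 0.13 with 1 of 45 higher (0 with total-count scaling, 22 adjusted over the list alone, camera adjusted p = 2.01e-13, and adjusted p = 0.165 with an estimated correlation), and extracellular matrix fell by -0.25 with 0 of 37 past the threshold on either adjustment (camera adjusted p = 4.88e-06, and adjusted p = 0.492 with an estimated correlation). Adipocyte markers were higher in the same comparison, by a mean of 0.35 with 1 of 26 higher (0 with total-count scaling, 2 adjusted over the list alone, camera adjusted p = 3.09e-05, and adjusted p = 0.288 with an estimated correlation). The mean of mitochondrially encoded transcripts, -0.21 with 0 of 13 past the threshold (camera adjusted p = 0.0196, and adjusted p = 0.857 with an estimated correlation), rested on 1 library and was -0.01 without KlHET NMES replicate 9 (camera adjusted p = 0.991).

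In KlHET muscle limma called 65 genes higher and 22 lower, and 986 and 897 at unadjusted p below 0.05. The split was 17 higher and 19 lower with total-count scaling, and the count was 218 with DESeq2, 28 with only the KlHET groups in the fit, 148 with a covariate for Xist or Y-linked genes and 343 with adipocyte and slow fibre scores as covariates. Without 1 library it was 42, 49, 53, 55, 55, 56, 57 and 143 (KlHET control replicates 12, 7, 8, 3, 11, 10, 4 and 9) or 53 and 153 (KlHET NMES replicates 6 and 8).

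**Figure D2:**
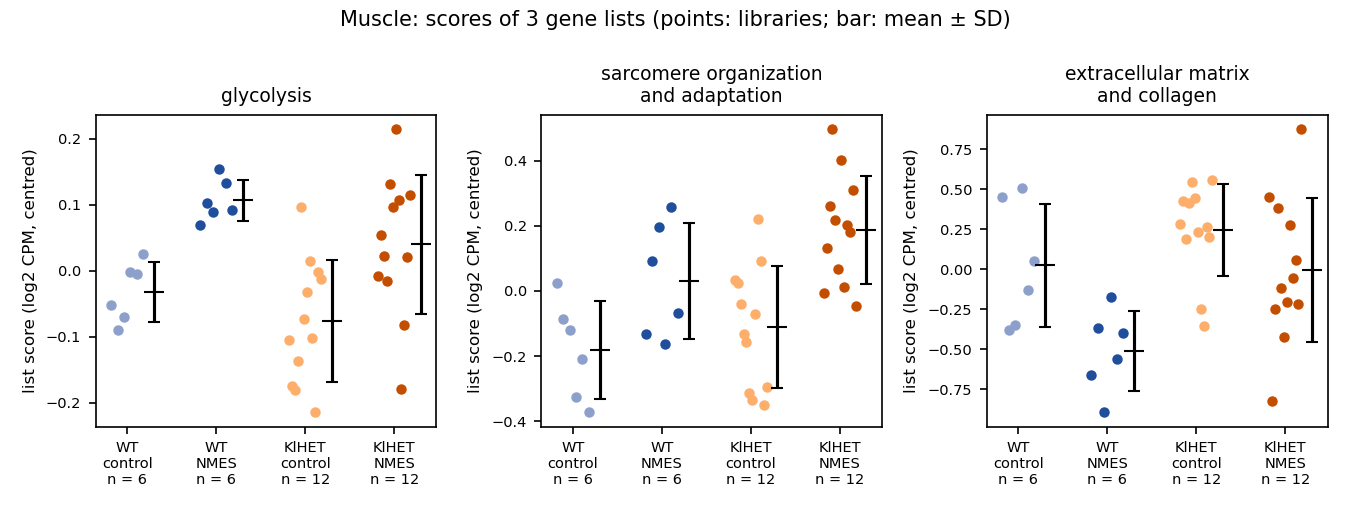
Scores of the glycolysis, sarcomere organization and adaptation, and extracellular matrix and collagen lists in each muscle library (points), as the mean over genes of centred log2 CPM, by group with the mean ± SD as bars (n = 6 for each WT group and 12 for each KlHET group). The glycolysis score was between -0.09 and 0.03 in WT controls and between 0.07 and 0.15 in WT NMES mice.

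Whether the responses of the genotypes differed was tested by the interaction. In muscle, limma called 0 genes, with 475 at unadjusted p below 0.05 against 675 by chance, and DESeq2, voom and the edgeR quasi-likelihood test also called 0. In simulated data the limma interaction recovered 31.5% of 1.5-fold and 71.5% of 2-fold changes in muscle. Differences of 1.5-fold or less between the responses could therefore have been missed, and the count of 0 does not show that the responses were the same. Among the named genes, Tspyl5 (0.89 ± 0.23) and Zfp97 (-0.65 ± 0.17) did not pass, each at adjusted p = 1.00, and the extracellular protease Mmp9 (1.58 ± 0.63) had the same adjusted p. Mmp9 is one of the matrix genes, whose list differed by a mean of 0.28 (camera adjusted p = 0.000418, and adjusted p = 0.995 with an estimated correlation). Fatty acid oxidation genes differed by a mean of 0.24, with 24 of 24 above 0 and none past the threshold, Acadvl being at 0.37 ± 0.13 (camera adjusted p = 5.88e-08, and adjusted p = 0.995 with an estimated correlation). Adipocyte, macrophage and neutrophil markers differed as much, by means of 0.26, 0.30 and 0.51 with 0 past the threshold (camera adjusted p = 0.0124, 0.00181 and 0.092, and adjusted p = 0.995 for each with an estimated correlation). At unadjusted p below 0.05, 214 genes were higher after NMES in both genotypes and 115 lower in both, where independent lists would share 49.6 and 34.6, and total-count scaling gave 63 and 300. Across genes, which are not independent replicates, the responses of WT and KlHET correlated with Pearson r = 0.467.

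Control mice were then compared to ask how KlHET muscle differs from WT muscle without stimulation. Components of the respiratory chain and the pyruvate dehydrogenase complex were lower in KlHET: Pdhb (-0.51 ± 0.08), the ATP synthase subunit Atp5mc1 (-0.53 ± 0.09), and the complex I subunits Ndufa11 (-0.52 ± 0.09) and Ndufb9 (-0.44 ± 0.08) each had adjusted p = 0.0013 and were lower in 12 of 12 KlHET libraries. Ndufb8 (-0.40) and Higd1a (-0.42) had adjusted p = 0.00142, and Ndufs7 (-0.45) and the cytochrome oxidase subunit Cox7a1 (-0.56) had 0.00165, again in 12 of 12. Of the 45 tricarboxylic acid cycle and oxidative phosphorylation genes, 25 were lower and 0 higher (18 lower with total-count scaling, 35 adjusted over the list alone), with a mean of -0.27 (camera adjusted p = 4.08e-25, and adjusted p = 0.0698 with an estimated correlation). Cytosolic ribosomal proteins fell as a group by -0.29, with 9 of 77 lower (4 with total-count scaling, 33 adjusted over the list alone, camera adjusted p = 2.71e-16, and adjusted p = 0.5 with an estimated correlation), among them Rpl30 (-0.83 ± 0.16, adjusted p = 0.00297, 12 of 12). Ribosomal protein genes share reads with processed copies and are uncertain in this respect. Lower as well were Drap1 (-0.39, adjusted p = 0.0013) and Tmem267, a membrane protein gene of chromosome 13 (119488086 to 119610459), from 28.2 ± 5.49 CPM in WT to 12.3 ± 3.86 CPM in KlHET (SD, n = 6 and 12; log2 fold change -1.21 ± 0.18, adjusted p = 0.00117). Fast fibre Tnni2 was lower by -0.47 (adjusted p = 0.00715), but 0.0513 without WT control replicate 3.

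Higher in unstimulated KlHET muscle were the laminin chain Lama3, from 3.31 ± 0.57 to 8.93 ± 3.1 CPM (log2 fold change 1.24 ± 0.24, adjusted p = 0.00433), the phospholipase Plce1 (0.80 ± 0.14, 0.00165), the semaphorin receptor Plxna4 (0.77 ± 0.14, 0.00214), Enpp1 (0.71 ± 0.14, 0.00291), Arhgap39 (0.62 ± 0.10, 0.0013) and Igdcc4 (0.45 ± 0.08, 0.00165), each in 12 of 12 libraries. Extracellular matrix genes rose by a mean of 0.22, with 2 of 37 higher on either adjustment and 3 with total-count scaling (camera adjusted p = 0.0119, and 0.0955 without WT control replicate 2, and adjusted p = 0.792 with an estimated correlation). These were elastin, Eln (0.79 ± 0.20, adjusted p = 0.0198), and Fbn1 (0.92 ± 0.26, 0.0311). Neither passed without WT control replicate 3 (adjusted p = 0.0641 and 0.161), and Eln had 0.0532 without WT control replicate 2. Markers of other cells were also higher on average in this comparison: tenocyte by a mean of 0.43, Schwann cell and nerve by 0.27, adipocyte by 0.22 and macrophage by 0.17, with 0 past the threshold (camera adjusted p = 0.0425, 0.0379, 0.189 and 0.39, and adjusted p = 0.792, 0.792, 0.792 and 0.863 with an estimated correlation). WT control replicate 3 also decided Lrp1 (0.61, adjusted p = 0.0207 with it and 0.103 without) and Itgb4 (0.61, 0.0204 and 0.0784).

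The comparison of control mice gave 350 genes higher and 460 lower in KlHET (1597 and 1530 at unadjusted p below 0.05). Total-count scaling gave 751 and 102. Longer genes had higher fold changes in KlHET muscle, with Spearman rho = 0.372 in controls and 0.357 in stimulated mice. The count was 1310 with only these groups in the fit, 1473 with voom and library weights, 1653 with adipocyte and slow fibre scores as covariates, and 121, 467 and 420 without WT control replicates 3, 4 and 6.

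**Figure D3:**
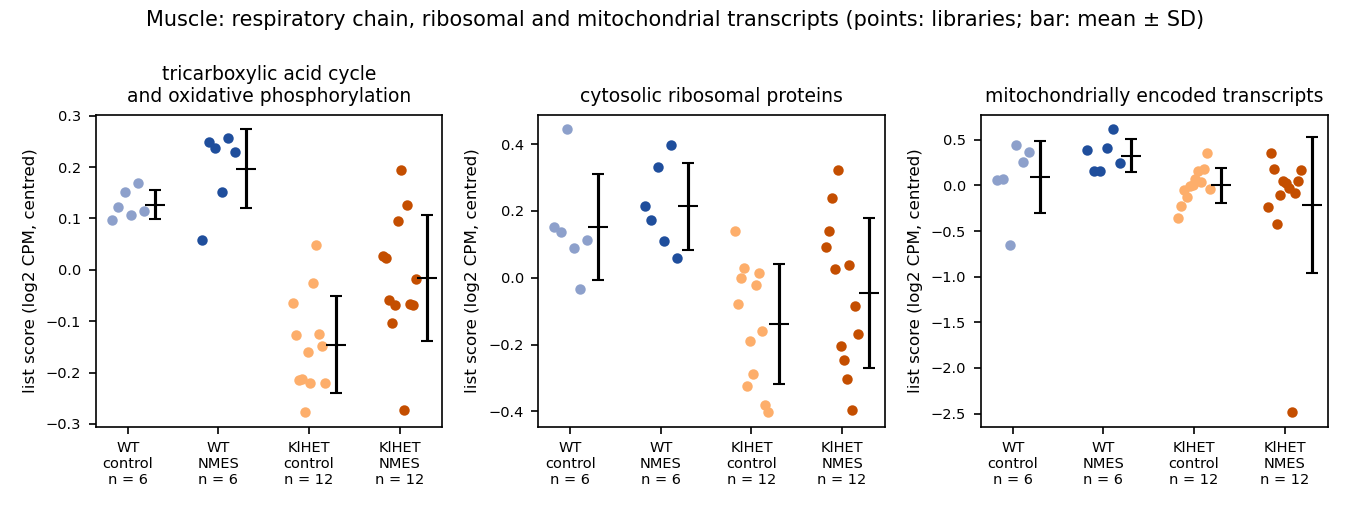
Scores of the tricarboxylic acid cycle and oxidative phosphorylation, cytosolic ribosomal protein and mitochondrially encoded transcript lists in each muscle library (points), as the mean over genes of centred log2 CPM, by group with the mean ± SD as bars (n = 6 for each WT group and 12 for each KlHET group). The first score lay between 0.10 and 0.17 in WT controls and between -0.28 and 0.05 in KlHET controls, and the low point at -2.49 in the third panel is KlHET NMES replicate 9.

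After NMES the same comparison of genotypes in muscle again gave lower respiratory chain transcripts in KlHET. Cox6c (-0.64 ± 0.09, adjusted p = 2.61e-05), Ndufa6 (-0.55 ± 0.08, 4.36e-05), Ndufa4 (-0.59 ± 0.08, 4.56e-05) and Cox7b (-0.53 ± 0.08, 4.56e-05) were lower in 12 of 12 KlHET libraries, as were Drap1, from 478 ± 50 to 313 ± 28.4 CPM (-0.61 ± 0.07, 3.12e-07), Rps27l (-0.73 ± 0.10, 4.56e-05), and Memo1 (-0.49) and Timm8b (-0.48), each at 7.02e-05. The oxidative phosphorylation list held 19 of 45 lower and 0 higher (28 adjusted over the list alone, mean -0.21, camera adjusted p = 4.31e-11, and adjusted p = 0.641 with an estimated correlation). Ribosomal proteins fell by -0.26 with 17 of 77 lower (20 adjusted over the list alone, camera adjusted p = 1.73e-09, and adjusted p = 0.641 with an estimated correlation), including Rpl29 (-1.01 ± 0.19, adjusted p = 0.000875, 11 of 12). Both falls depended on scaling: with total counts the medians of these lists went from -0.20 to -0.07 and from -0.25 to -0.12, leaving 10 lower and 1 higher in the first and 4 lower in the second. Mitochondrially encoded transcripts fell by -0.54, with 5 of 13 lower (2 with total-count scaling, 10 adjusted over the list alone, camera adjusted p = 0.000375, and adjusted p = 0.641 with an estimated correlation), and by -0.33 without KlHET NMES replicate 9. COX2 was one of these (-0.50 ± 0.16, adjusted p = 0.0249, but 0.0825 without WT NMES replicate 5 and 0.0964 with only these groups in the fit). Aimp2, which NMES raised in both genotypes, was lower in stimulated KlHET than in stimulated WT muscle (-0.58 ± 0.14, adjusted p = 0.00406, 12 of 12).

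Higher in stimulated KlHET muscle were the DNA methyltransferase Dnmt3a (0.56 ± 0.08, adjusted p = 4.56e-05), the non-muscle myosin Myh10 (0.76 ± 0.12, 9.22e-05), Rab11fip3 (0.53 ± 0.08, 9.27e-05), Ppfibp2 (0.87 ± 0.13, 9.37e-05), the synaptic agrin receptor Lrp4 (0.59 ± 0.09, 0.000156) and the histone demethylase Kdm4a (0.46 ± 0.07, 0.000156), each in 12 of 12 libraries. Extracellular matrix genes rose by a mean of 0.51, with 37 of 37 above 0 and 10 higher (19 with total-count scaling, 15 adjusted over the list alone, camera adjusted p = 5.88e-07, and adjusted p = 0.641 with an estimated correlation), among them Eln (0.87 ± 0.20, adjusted p = 0.00385) and Fbn1 (0.89 ± 0.26, 0.0156). Myom2 (0.53 ± 0.11, 0.00162) and Myom3 (1.12 ± 0.29, 0.00759), Lrp1 (0.81 ± 0.16, 0.000973) and Lama3 (0.86 ± 0.24, 0.0131) were also higher in 12 of 12 libraries. Markers of other cells were also higher on average in this comparison: macrophage markers by a mean of 0.47 with 3 of 25 higher (0 adjusted over the list alone), adipocyte markers by 0.48 with 5 of 26 higher on either adjustment, and tenocyte markers by 0.67 with 2 of 13 higher (3 adjusted over the list alone), at camera adjusted p = 0.00329, 0.00329 and 0.00364 (adjusted p = 0.652, 0.641 and 0.641 with an estimated correlation). With total-count scaling 4, 9 and 4 of them were higher.

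The comparison of stimulated mice gave 1251 genes higher and 1333 lower in KlHET (2309 and 2210 at unadjusted p below 0.05). Total-count scaling gave a median log2 fold change of 0.14 over all genes, against 0.02 in the main analysis, with 2636 higher and 307 lower. The count was 1496 with only these groups in the fit and 1577 without WT NMES replicate 5. Of the genes called in both comparisons of genotypes, 254 were higher and 323 lower in both, where independent lists would share 32.4 and 45.4, and the differences correlated across genes with Pearson r = 0.745.

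In brain, NMES changed no gene past the adjusted threshold in both genotypes together or in either genotype. Limma called 0 of 15400 genes across genotypes, with 149 higher and 158 lower at unadjusted p below 0.05, where chance gives 770 in all. The lowest p belonged to Ciart, a repressor of the circadian clock (0.30 ± 0.07, 16 of 18 libraries), Erg, a transcription factor of endothelial cells (0.35 ± 0.09, 18 of 18), Msh6 (-0.13 ± 0.04, 15 of 18) and Vwa1 (-0.16 ± 0.05, 15 of 18), each at adjusted p = 1.00. As groups, circadian clock genes rose by a mean of 0.07, with 17 of 18 above 0 (0 higher, 1 adjusted over the list alone), and type I interferon genes fell by -0.15, with 20 of 21 below 0 and 0 past the threshold (camera adjusted p = 0.00026 and 1.7e-07, and adjusted p = 0.28 and 0.313 with an estimated correlation). Erg (higher) and Vwa1 (lower) were the 2 genes at unadjusted p below 0.05 in the same direction in both genotypes, where independent lists would share 1.59 higher and 2.78 lower. DESeq2, voom and the edgeR quasi-likelihood test also called 0 genes across genotypes.

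In WT brain the study-named genes were highest in some of the stimulated mice. The oxytocin gene Oxt was at 0.12 ± 0.09 CPM in controls and 15.5 ± 25.1 CPM after NMES (SD, n = 6 each; log2 fold change 2.60 ± 1.42, 5 of 6 higher), and the vasopressin gene Avp at 0.21 ± 0.17 and 19.0 ± 30.5 CPM (2.44 ± 1.54, 4 of 6). Both are made by neurons of the hypothalamus, and neither passed (limma adjusted p = 1.00). The glycine receptor Glra3 (0.73 ± 0.25) and Erg (0.41 ± 0.15) were higher in 6 of 6 libraries at the same adjusted p. The list of 17 study-named WT genes rose by a mean of 0.89 and a median of 0.59 with 17 of 17 above 0 and 0 past the threshold on either adjustment (camera adjusted p = 3.94e-17, and adjusted p = 0.0276 with an estimated correlation), which is not independent evidence because the study chose it on these samples. Markers of hypothalamus and striatum, fixed separately, were also higher in this comparison, by means of 0.33 and 0.48 with 0 of 19 and 0 of 24 past the threshold (camera adjusted p = 0.0115 and 0.000633, and adjusted p = 0.891 and 0.933 with an estimated correlation). In WT controls the striatum score ran from -2.285 to 1.197, against -0.84 to -0.47 for the study-named list. The study-named list was also 0.91 higher in KlHET controls than in WT controls (camera adjusted p = 4.51e-10, and adjusted p = 0.263 with an estimated correlation). Ciart (0.46 ± 0.11) and Malsu1 (-0.48 ± 0.12) had the lowest p in WT. Limma called 0 genes, with 175 higher and 246 lower at unadjusted p below 0.05, and DESeq2, voom and the edgeR quasi-likelihood test also called 0.

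**Figure D4:**
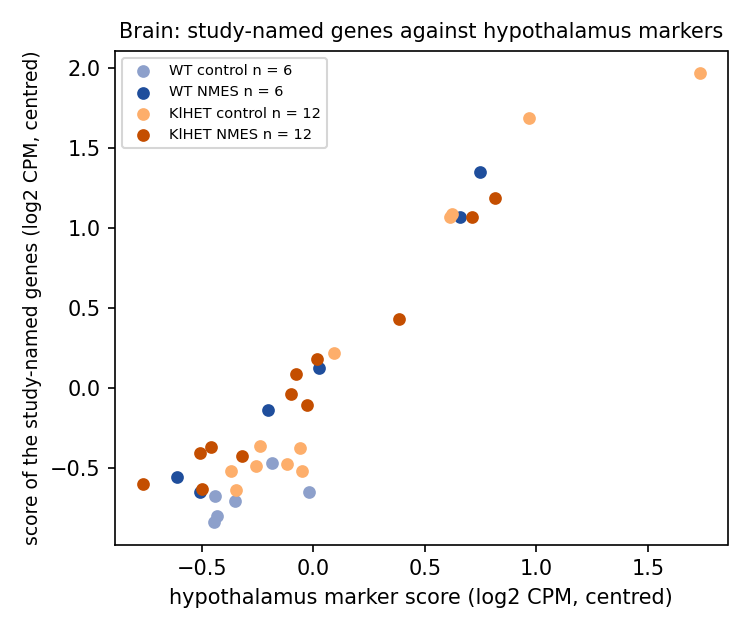
Score of the 17 study-named WT brain genes (y axis) against the score of the separately fixed hypothalamus markers (x axis) in the 36 brain libraries (points, coloured by group), both as the mean over genes of centred log2 CPM. The highest point, at 1.73 and 1.96, is KlHET control replicate 7.

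In KlHET brain the replication factor Mcm6 was at -0.53 ± 0.12 (lower in 10 of 12 libraries, adjusted p = 0.464). The integrin Itgam (-0.26 ± 0.07, 11 of 12), the class II antigen presentation genes H2-Aa (-0.58 ± 0.22, 11 of 12) and Cd74 (-0.47 ± 0.20, 9 of 12), and Fam107a (0.34 ± 0.11, 11 of 12) did not pass (adjusted p = 1.00). Markers of border macrophages and blood leukocytes, of which 10 were measured, fell by a mean of -0.23, with 0 past the threshold (camera adjusted p = 3.73e-05, and adjusted p = 0.00782 with an estimated correlation). Immediate early genes rose by 0.28, with 18 of 20 above 0 and 0 past the threshold (camera adjusted p = 2.66e-05, and adjusted p = 0.299 with an estimated correlation). Markers of olfactory bulb and of meninges were also lower in this comparison, by means of -0.52 and -0.26, with 16 of 16 and 20 of 20 below 0 (camera adjusted p = 3.73e-05 and 6.79e-08, and adjusted p = 0.293 and 0.22 with an estimated correlation). Limma called 0 genes, with 140 higher and 174 lower at unadjusted p below 0.05. DESeq2 and the edgeR quasi-likelihood test called 0 and voom with library weights called 1, Mcm6. The interaction in brain also called 0 genes with each of these tools (258 higher and 196 lower at unadjusted p below 0.05). In simulated data limma recovered 58% of 1.5-fold and 80% of 2-fold changes for the brain interaction. The simulated libraries lacked the differences in tissue content among the real brain libraries, so these shares need not hold for them. Differences of these sizes or smaller could have been missed. Itgam (-0.40 ± 0.12) and Malsu1 (0.57 ± 0.15) did not pass in the brain interaction, and the border macrophage list differed by -0.37 (camera adjusted p = 0.000251, and adjusted p = 0.0162 with an estimated correlation). Across genes, the brain responses of WT and KlHET correlated with Pearson r = -0.06.

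Between genotypes in control brain, a small set of genes differed strongly. Tmem267 (chromosome 13, 119488086 to 119610459) was lower in KlHET, at 18.3 ± 4.9 against 39.4 ± 9.33 CPM (SD, n = 12 and 6; log2 fold change -1.10 ± 0.15, adjusted p = 0.000281, 12 of 12 libraries). Gabra2, a GABA-A receptor subunit (chromosome 5, 70958392 to 71095849), was higher, at 67.1 ± 16 against 32.9 ± 4.75 CPM (0.99 ± 0.17, adjusted p = 0.00466, 12 of 12). The dynein light chain gene Dynlt1b (1.01 ± 0.17) and its overlapping neighbour Tmem181b-ps (1.21 ± 0.20) on chromosome 17 had the same adjusted p of 0.00466. Both share sequence with near-identical copies, so the counts of each are uncertain, and both had adjusted p = 0.096 with only these groups in the fit. Cfap54 of motile cilia (1.49 ± 0.27, adjusted p = 0.0124) did not pass without WT control replicate 6 (0.0901). Atp10d (0.75), Tmem181c-ps (0.75), Bend4 (0.48), Hmgb1 (-0.27) and Ptp4a3 (-0.39) passed at adjusted p = 0.019 to 0.0224. Without 1 of the libraries WT control replicates 1 to 6 or KlHET control replicates 2, 5 and 6, between 3 and 7 fits lost each of these calls, with adjusted p of up to 0.099, 0.147, 0.147, 0.11 and 0.147. Choroid plexus markers were higher by a mean of 0.54 in KlHET controls with 0 of 19 past the threshold (camera adjusted p = 0.00637, and adjusted p = 0.788 with an estimated correlation). Limma called 8 genes higher and 3 lower in KlHET, and 738 and 871 at unadjusted p below 0.05. The count of 11 was 56 with DESeq2, 67 with voom and library weights, 3 with only these groups in the fit, 7 without WT control replicates 2, 3 or 5, 4 without WT control replicate 6 and 19 without KlHET control replicate 1.

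Between genotypes in stimulated brain, Tmem181b-ps (chromosome 17, 6439002 to 6450994) was higher in KlHET (1.42 ± 0.20, adjusted p = 0.000605, 12 of 12 libraries). Nnt, the proton-pumping transhydrogenase of mitochondria (chromosome 13, 119335527 to 119409257), was at 28.9 ± 5.08 against 19.7 ± 0.78 CPM (SD, n = 12 and 6; 0.52 ± 0.09, adjusted p = 0.00884, 12 of 12), and Rpl30 was lower (-0.80 ± 0.13, 0.00513, 12 of 12). With only these groups in the fit Nnt, Rpl30 and Erich5 had adjusted p = 0.0681, 0.0674 and 0.0638. Erich5 (1.28 ± 0.22, adjusted p = 0.00806, and 0.0649 without WT NMES replicate 6), Dynlt1b (0.93 ± 0.17, 0.0127, and 0.0701 and 0.0649 without WT NMES replicates 1 and 6) and Tmem267 (-0.81 ± 0.15, 0.0173, and 0.0701, 0.119 and 0.114 without WT NMES replicates 1, 2 and 6) lost their calls without any of the libraries named. Dynlt1b lay between 1.80 and 2.72 CPM in WT NMES and between 3.24 and 7.87 CPM in KlHET NMES mice, so no single library made that difference. Tmem267 overlapped slightly, at 22.9 to 45.1 CPM in WT NMES and 14.9 to 24.8 CPM in KlHET NMES mice. Microglia markers fell as a group by a mean of -0.19, with 27 of 29 below 0 and 2 lower (6 adjusted over the list alone, camera adjusted p = 5.9e-17, and adjusted p = 0.0116 with an estimated correlation). These were the lipid receptor Trem2, at 8.98 ± 1.27 against 12.3 ± 1.58 CPM (-0.44 ± 0.09, adjusted p = 0.0411, 12 of 12), and Itgam (-0.39 ± 0.08, adjusted p = 0.0463, 12 of 12), while Mpeg1 (-0.60 ± 0.14, adjusted p = 0.139) did not pass. Border macrophage and blood leukocyte markers, of which 10 were measured, fell by a mean of -0.29 (camera adjusted p = 0.000105, and adjusted p = 0.0111 with an estimated correlation). Trem2 and Itgam lost their call in 13 and 23 of 36 fits that left out 1 library, with adjusted p of up to 0.162 and 0.238. Both are among the genes the study named for this comparison, so they are not independent evidence. Meninges, olfactory bulb and choroid plexus markers moved with the groups, by means of -0.35, -0.59 and 0.45 with 0 genes past the threshold (adjusted p = 0.398, 0.611 and 0.794 with an estimated correlation).

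Limma called 9 genes higher and 6 lower in stimulated KlHET brain, and 321 and 336 at unadjusted p below 0.05. The count of 15 was 32 with DESeq2, 34 with voom and library weights, 3 with only these groups in the fit, 30 with brain region scores as covariates, and 12 without both WT control replicate 1, which had the lowest mitochondrial share, and KlHET control replicate 7, whose scaling factor of 1.068 was the highest but close to the next (1.064). Without 1 library it was 4, 7, 7, 6, 7 and 3 (WT NMES replicates 1 to 6), 9, 9, 9, 7 and 7 (WT control 1, 3, 4, 5 and 6), 9 and 9 (KlHET control 3 and 8), and 8, 7, 7, 9, 7, 6 and 8 (KlHET NMES 1, 2, 6, 8, 10, 11 and 12). Of the genes called in both comparisons of genotypes in brain, 6 were higher and 1 lower in both.

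**Figure D5:**
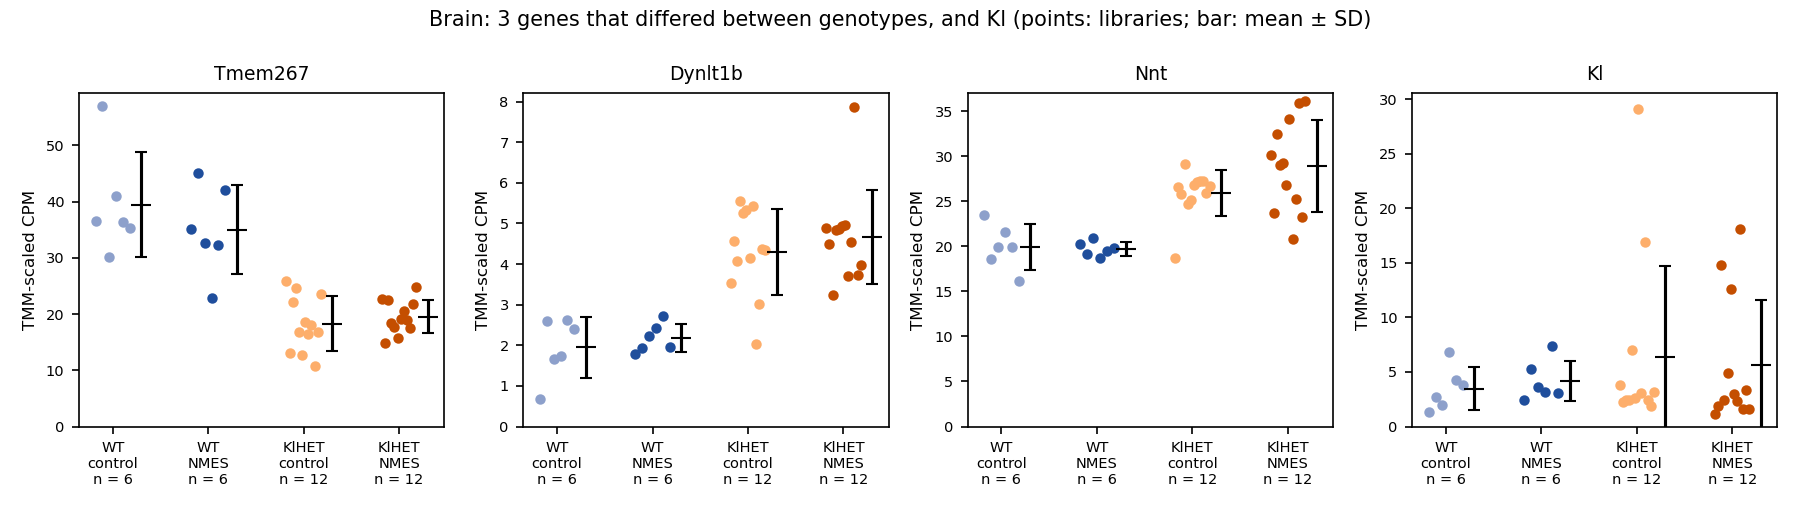
TMM-scaled CPM (reads scaled to a common library total) of Tmem267, Dynlt1b, Nnt and Kl in each brain library (points) by group, with the mean ± SD as bars (n = 6 for each WT group and 12 for each KlHET group; the lower ends of the bars of Kl in KlHET mice lie below 0 and outside the axis). Tmem267 lay between 30.1 and 57.1 CPM in WT controls and between 10.8 and 25.9 CPM in KlHET controls, while Kl overlapped between the genotypes.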

Values the study reported

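In muscle, the study reported that 191 genes were higher and 81 lower after NMES in both WT and KlHET mice. Between genotypes it reported 525 genes higher and 124 lower in KlHET than in WT control muscle, and 1077 higher and 282 lower in KlHET than in WT muscle after NMES. In brain, the study reported 375 genes higher in KlHET NMES than in WT NMES mice. These counts were at p below 0.05 with no adjustment named, and those between genotypes in muscle also at a fold change above 0.5. Those without a fold change cut compare with the counts at unadjusted p given above, not with those past the adjusted threshold. Those between genotypes in muscle compare instead with the counts at unadjusted p and a fold change cut, given under other observations below.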

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

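Among the tests in this part, the hypothalamus tissue, rise in every stimulated WT brain and cohort tests, like total-count scaling as a setting, were chosen after the result was seen, and the others before. A library was singled out where its gap to the nearest of the other 5 libraries of its group, as a share of the group's range, exceeded the 95% critical value of Dixon's test for 6 samples. This happened in 20 of 316 groups of 6, where chance flags about 1 in 20 groups, or 15.8. Groups of 12 were not tested.

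In muscle, WT control replicate 3 had a low score of mitochondrially encoded transcripts (-0.65 against 0.06 to 0.45 in the others, gap share 0.645), low Fbn1 (3.78 against 4.75 to 5.31 log2 CPM, 0.633) and high Tnni2 (13.46 against 12.84 to 13.06, 0.655). WT control replicate 4 had high H2-D1 (7 against 6.23 to 6.47, 0.682). WT NMES replicate 1 had a high adipocyte score (0.61 against -0.53 to -0.10, 0.629), low Pfkm (11.93 against 12.01 to 12.06, 0.652), low Rps9 (6.47 against 6.58 to 6.64, 0.653) and low Memo1 (5.57 against 5.74 to 5.80, 0.723). WT NMES replicate 5 had low Plxna4 (1.54 against 2.11 to 2.38, 0.681), high Tnni2 (13.33 against 12.96 to 13.08, 0.685) and high Cox6c (9.89 against 9.56 to 9.66, 0.699).

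In brain, WT control replicate 1 had a mitochondrial share of 1.35% against 3.99% to 5.24% (gap share 0.68) and high Malsu1 (3.90 against 3.07 to 3.17 log2 CPM, 0.879). WT control replicate 4 had a high choroid plexus score (0.21 against -0.58 to -0.35, 0.708) and high Fam107a (8.14 against 7.69 to 7.85, 0.658). WT NMES replicate 1 had a low interferon score (-0.28 against -0.11 to -0.04, 0.722) and high Gabra2 (5.21 against 4.96 to 5.02, 0.764). WT NMES replicate 2 had a low olfactory bulb score (-1.35 against 0.12 to 0.88, 0.659). WT NMES replicate 3 had low Trem2 (3.27 against 3.70 to 3.79, 0.825). WT NMES replicate 5 had a high choroid plexus score (0.58 against -0.60 to -0.41, 0.835).

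The higher study-named genes in WT NMES brain, Oxt and Avp among them, were weighed as hypothalamus tissue in a few of the brain pieces against a rise in every stimulated WT brain. In the 24 KlHET brain libraries, which are no part of the pattern, the score of these genes followed that of hypothalamus markers sharing 0 genes with it (Pearson r = 0.963 and Spearman rho = 0.908 after centring each group, permutation p = 1e-05 for each, the smallest the permutations can give, and r = 0.953 without the 2 farthest libraries). Hypothalamus tissue reaching some pieces and not others could give this, although the methods of the study name the prefrontal cortex. As Oxt and Avp are themselves hypothalamic, the scores could be linked whatever raised these genes in WT NMES mice. The correlation therefore does not decide between the 2 explanations. Of the 6 WT NMES libraries 4 lay above the highest WT control in the score of the study-named genes, which leaves a rise in every stimulated WT brain undecided. The interaction and the WT comparison called 0 genes, so a response of these genes to NMES was not shown.

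The genes that differed between KlHET and WT brain were weighed as strain segments, as the segment around Kl alone and as 2 cohorts of mice. Of 19 called genes with a position, 9 had another called gene within 2 Mb, where 10000 random draws gave a 95th percentile of 4 and a highest value of 8. Chromosome segments from another strain could give this near Nnt and Tmem267, Rpl30 and Erich5, Dynlt1b, Tmem181b-ps and Tmem181c-ps, and Gabra2 and Atp10d, although Dynlt1b and Tmem181b-ps overlap and may share reads. The methods of the study give the KlHET line a strain name of mixed background and name no strain for the WT mice. Within 20 Mb of Kl lay 5.26% of the called genes, 1 gene (Hmgb1), so the targeted segment alone cannot account for them. As 0 WT animals carried identifiers of the KlHET series, cohort and genotype could not be told apart.

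The lower respiratory chain and ribosomal protein transcripts in KlHET muscle were weighed as a transcript length bias and as scaling. Length was that of all annotated exons of a gene merged. Across 12987 genes longer ones had higher fold changes in KlHET controls (Spearman rho = 0.372), and the lists' genes were short (median 2101 against 4409 bases). Their median of -0.279 lay below that of 10000 random lists matched on length and expression (median -0.104, central 95% -0.143 to -0.0627). After NMES the trend was alike (Spearman rho = 0.357). There the median of the lists was -0.235, against -0.1255 in matched lists (central 95% -0.161 to -0.0865). The length trend may account for part of the difference in both comparisons. It runs over all genes, so it also bears on the genes and lists called higher in KlHET muscle, for which length was not tested. Merged exons can be longer than the transcripts expressed, so this matching could not tell whether length accounts for the whole. Scaling moves all genes of a library alike, so it could not make these lists fall relative to all genes. The -0.288 between the lists and the median of all genes with total counts could therefore not have come out otherwise. Whether their own level fell stays open to scaling, as the lower genes went from 25 to 18 of 45 and from 9 to 4 of 77. The biological explanation, a lower level of these transcripts in KlHET muscle, was not separated from the cohort.

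Chance groupings of the libraries were tested with 100 splits per comparison, the real one included. In muscle the real split was the 1 split with as many genes for both genotypes (240 genes, highest other 0), WT (2, highest other 0), KlHET (87, highest other 2), control mice between genotypes (810, highest other 0) and stimulated mice between genotypes (2584, highest other 409), and in brain for control mice (11, highest other 1) and stimulated mice between genotypes (15, highest other 2). A split as strong by chance was therefore unlikely there. A share of 1 in 100 is the smallest these splits could give, and it was not corrected over the comparisons. For the muscle interaction (0 genes, highest other 0) and the brain response in both genotypes (0, highest other 1), WT (0, highest other 2), KlHET (0, highest other 942) and interaction (0, highest other 895), 100 of 100 splits gave as many, as they must where the real count is 0, so these splits could not exclude chance. The splits with 942 and 895 genes point to a structure among the brain libraries other than the groups compared.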

How the results depend on the processing

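Among the settings in this part, pseudocounts, total-count scaling, the edgeR quasi-likelihood test, marker score covariates and leaving out the doubted libraries were chosen after seeing the data. Of 137 gene results past the threshold among 185 named, 83 kept their call in every alternative and with each library left out, and 0 reversed. Of 30 list results past the threshold that were followed in this way, 7 kept theirs. The mitochondrially encoded transcripts in KlHET muscle after NMES changed direction in camera alone, as their mean of -0.211 (-0.262 without KlHET NMES replicate 2) shrank to -0.00528 without KlHET NMES replicate 9 and kept its sign. Gene calls were lost most often with only the compared groups in the fit (33) and with total-count scaling (19), and list calls with an estimated correlation (22) and fry (16). DESeq2 gave no adjusted p for Fam83d in KlHET muscle and Cdk6 in control muscle. No paired analysis was possible because each mouse is in 1 group, replicate numbers only name animals, and the animal identifiers pair only the muscle and brain of a mouse. Depth limits the least abundant transcripts, such as Kl with 20 to 685 reads per brain library. In simulated data 46% of 1.5-fold and 76.5% of 2-fold changes were recovered in WT muscle, against 69.5% and 94.5% in KlHET muscle with more mice per group. Depth was not varied in them.

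The following counts of genes differed from the main ones by over 1.5 times, and the cause was not tested, except that fits of only the compared groups and of fewer libraries hold fewer samples. With DESeq2 they were 471 (240 in the main analysis) for NMES in both genotypes in muscle, 16 (2) in WT and 218 (87) in KlHET, and in brain 56 (11) between genotypes in controls and 32 (15) after NMES. With voom and library weights they were 646, 34 and 1473 (810) for both genotypes, WT and genotypes in control muscle, and in brain 1 (0) for KlHET, 67 for controls and 34 after NMES. With only the compared groups they were 28 for KlHET, 1310 for control muscle and 1496 (2584) for stimulated muscle, and 3 and 3 between genotypes in brain. The covariate for Xist or Y-linked genes gave 8 in WT and 148 in KlHET muscle, total-count scaling 36 in KlHET muscle, adipocyte and slow fibre scores 564, 343 and 1653 for both genotypes, KlHET and control muscle, and brain region scores 30 for stimulated brain. Kl reversed between genotypes from 0.38 to -0.20 in controls with the choroid plexus covariate and from -0.04 to 0.44 after NMES with DESeq2.

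Gene lists past camera with the preset correlation, with an estimated correlation and with fry numbered in muscle 15, 1 and 6 (both genotypes), 13, 1 and 1 (WT), 16, 3 and 4 (KlHET), 7, 0 and 0 (interaction), 9, 0 and 5 (controls), and 11, 0 and 4 (stimulated), and in brain 13, 0 and 0, 8, 1 and 0, 17, 3 and 1, 12, 1 and 0, 10, 0 and 0, and 13, 3 and 3 in the same order.

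Without 1 library the counts ranged from 92 to 365 (both genotypes), 1 to 5 (WT), 42 to 153 (KlHET), 121 to 1173 (controls) and 1577 to 3188 (stimulated) in muscle, and from 4 to 19 (controls) and 3 to 16 (stimulated) in brain. The other counts stayed at 0. Kl ranged from 0.14 to 0.58 in controls and from -0.24 to 0.13 after NMES.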

Other observations

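In this part total-count scaling, the pseudocount of 0.1 and the edgeR quasi-likelihood test were chosen after the result was seen. Antigen presentation genes fell as a group in muscle after NMES, with 18 of 18 below 0, a mean of -0.34 and 0 past the threshold (2 adjusted over the list alone, camera adjusted p = 1.2e-06, and adjusted p = 0.305 with an estimated correlation), among them the class I gene H2-D1 (-0.41 ± 0.13, adjusted p = 0.0985). The mean macrophage and monocyte score went from -0.05 to -0.37 in WT and from 0.11 to 0.10 in KlHET. Fewer such cells were therefore not separated from a fall within cells in WT. Gluconeogenesis and glycogen genes rose by a mean of 0.10 with 1 of 20 higher (4 adjusted over the list alone, camera adjusted p = 0.0284, and adjusted p = 0.302 with an estimated correlation). This was the alanine transaminase Gpt (0.32 ± 0.07, adjusted p = 0.0172, but 0.078 with total-count scaling).

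Between genotypes, glycolysis genes were lower in KlHET control muscle by a mean of -0.04 and a median of -0.18, with 5 of 21 lower and 1 higher (0 and 1 with total-count scaling, 9 and 3 adjusted over the list alone, camera adjusted p = 0.0148, and adjusted p = 0.5 with an estimated correlation). Pgam2, the phosphoglycerate mutase of muscle, was lower in controls (-0.31 ± 0.08, adjusted p = 0.0243, but 0.0832 without WT control replicate 3) and after NMES (-0.40 ± 0.08, adjusted p = 0.00148). Nnt was higher in KlHET muscle as in KlHET brain, by 1.21 in controls and 1.32 after NMES (adjusted p = 0.0152 and 0.00287). Of the 19 genes called between genotypes in brain, 16 were measured in muscle, 14 had the same sign in control muscle and 7 were called with the same sign in control or stimulated muscle, 6 of them in control muscle.

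In control muscle, 359 genes were higher and 81 lower in KlHET at unadjusted p below 0.05 and an absolute log2 fold change above 0.5 in limma, with the 12 KlHET controls of the labels. Both are lower than the counts quoted from the study above, whose number of KlHET controls differs from the labels. Limma with a pseudocount of 0.1 gave 521 and 121, and the edgeR quasi-likelihood test 553 and 127. In stimulated muscle the main counts of 723 and 245 became 949 and 342 with that pseudocount, where the lower count passed the one quoted. The edgeR quasi-likelihood test gave 1076 and 289 there, close to both counts quoted from the study, which also used edgeR. Most of the difference in stimulated muscle therefore went with the test and its fold change scale.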
